A study of Mus musculus with 2 samples. Its data were reported in "Zfp335 establishes eTreg lineage and neonatal immune tolerance by targeting Hadha-mediated fatty acid oxidation" (2023).

How the data were processed

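Splenic YFP-positive regulatory T cells (Tregs) of 7-day-old mice had been profiled by droplet single-cell RNA sequencing, with 1 library of WT mice and 1 library of KO mice, in which the Foxp3-driven Cre recombinase deletes floxed Zfp335. In this assay each transcript molecule carries a unique molecular identifier (UMI) and each droplet a barcode. The deposited matrices hold raw UMI counts per gene and barcode, which the authors made with Cell Ranger 5.0.1 on the mm10 mouse reference. Both libraries list the same 32285 features. The values are whole numbers, and barcodes with few genes and with high mitochondrial shares are present, so the gene, mitochondrial and doublet filters described by the authors had not been applied before deposit. The deposited counts were used without change. How many mice went into each library is not stated.

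The WT library held 14524 barcodes with 64567991 UMIs and a median of 2178 UMIs per barcode. The KO library held 18134 barcodes with 65480052 UMIs and a median of 2137. Barcodes with at least 300 genes and at most 5% mitochondrial UMIs were kept. Doublet scores were computed per library with the Scrublet routine of scanpy 1.11.5. The 5% of WT barcodes and 8% of KO barcodes with the highest scores were removed. These fractions correspond to the authors' doublet counts, whereas the study's methods give 5% for KO and 8% for WT. After all filters, 7840 WT and 12790 KO barcodes remained, with a median of 5060 UMIs and 1828 genes in WT and 2725 UMIs and 1174 genes in KO.

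The merged barcodes were scaled to 10000 UMIs and log-transformed. The 2000 most variable genes were scaled, clipped at 10 and reduced to 30 principal components (scikit-learn 1.9.0). A shared nearest-neighbour graph over 20 neighbours was clustered by the Leiden method of igraph 0.11.9 at resolution 0.5. The variable genes left out 89 genes: the marker genes used for naming, the haemoglobin, neutrophil granule, sex-linked and ribosomal RNA-like genes, Zfp335, and mitochondrial genes. Class sizes could therefore be compared between libraries without clustering on those genes. No integration or batch correction was run, so a cluster held mostly by 1 library may reflect that library rather than a cell type.

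Clusters were named from marker lists fixed before the data were examined: 6 genes each for resting, central and dysTreg-like barcodes, 8 for effector, and lists for other lineages. The term dysTreg is the study's name for a population it calls dysfunctional. A cluster with under 50% of the mean CPM of CD3 and T cell receptor genes was set apart as another lineage. The remaining clusters took the class with the most markers among their 10 leading genes by fold against the median of the other T-lineage clusters, provided that at least 3 markers and 66% of the list were raised 1.5-fold or more. Leading genes needed a UMI in at least 10% of the cluster's barcodes, and folds had 1 CPM added. Where another Treg class also passed, 2 markers among the leading genes were needed, and a tie between a Treg class and another lineage went to the Treg class. A cluster without any marker among its leading genes was named only if a single class passed, and not if its median depth was far below that of the library that holds most of it. Clusters 1, 2, 3 and 6 had markers of their class among the leading genes, whereas the central cluster 5 and the resting cluster 13 were named without any. The markers were fixed in advance, but the rule that applies them was set after the data had been seen and went through several versions. Under the first version, with folds taken against all other clusters, no cluster was dysTreg-like. The final version decides that cluster 6, which is held mostly by WT, counts as dysTreg-like and that clusters 7 and 8 stay unnamed. Shares under 2 of the earlier versions are given among the alternatives, and the report gives the cluster shares by number.

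UMIs were summed per library and class and expressed as CPM, the UMIs of a gene scaled to a common total. Ratios carry exact conditional binomial 95% intervals, UMI sums exact Poisson intervals, shares exact Clopper-Pearson intervals and differences of shares Newcombe intervals. All of these cover counting error only. With 1 library per genotype there is no replicate, so no test between genotypes was run, and no p-value or count of changed genes is given. The log2 ratios behind list medians had 0.5 added to each UMI sum. Intervals of list medians came from 2000 Poisson draws, and each list median was placed among 10000 random lists matched on mean expression in 20 bins. List genes needed 50 UMIs over both libraries. The oxidative phosphorylation list holds 93 nuclear-encoded genes chosen by symbol and the fatty acid oxidation list 28 genes. To compare the share of barcodes with a UMI of a gene at equal depth, each barcode was thinned without replacement to 1000 UMIs. This left out 1117 WT and 1095 KO barcodes. Among dysTreg-like barcodes, 111 of 1028 in WT and 3978 of 4944 in KO remained, so the thinned libraries differ in makeup. Genes were named across the transcriptome by rule: the 10 highest and the 10 lowest ratios among genes with at least 200 UMIs over both libraries. Lists of 20 interferon-response, 20 p53 target and 20 integrated stress response genes were added after those ratios had been seen, and leave out the named genes that prompted them. Gene positions were taken from GENCODE release M21 on GRCm38, matched by gene identifier.

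The ratio and list steps were tested on simulated counts drawn from the mean profile and the library sizes. These draws were Poisson, as the intervals assume, so the tests check the calculation and not the spread between cells or mice. Clustering and naming were not tested. For the KO to WT comparison over all kept cells, 200 of 9349 genes were changed by known folds. The intervals excluded a ratio of 1 for 100% of the changed genes, and 94.9% of all intervals held the true ratio. For lists of 80 genes lowered to 0.9 of their level, 96% of the intervals of the median held the true value over 50 runs. For unchanged lists this was 97% over 100 runs, and 4% of the medians fell under the lowest 2.5% of random lists and 5% over the highest. For shares of cells with a UMI at equal rates and unequal depth, 95% of 100 thinned intervals included 0, with a mean difference of 0.183 percentage points against -34.8 without thinning.

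The alternatives fixed before the data were examined were a mitochondrial limit of 10% or none, at least 500 genes, no doublet removal or 8% in both libraries, all variable genes, Leiden resolutions of 0.3 and 1, 15 principal components, thinning before clustering, thinning to 500 or 2000 UMIs or not at all, CPM without haemoglobin, granule, mitochondrial and ribosomal RNA-like genes, the mean of single-cell CPM, cells with at least 1000 UMIs, and higher UMI minimums of 200 and 1000. Alternatives added after the data had been seen were a denominator without dysTreg-like barcodes, clustering without 299 genes that differed 2-fold between libraries, 2 earlier naming versions, and cluster 6 left unnamed. Analyses were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.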

Results

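The series holds 2 libraries of splenic YFP-positive Tregs from 7-day-old mice, 1 of WT and 1 of KO mice that lack Zfp335 in Foxp3-expressing cells. Foxp3 is the transcription factor that marks Tregs, and the YFP reporter follows its expression. The libraries were of near equal size, with 64567991 UMIs in WT and 65480052 in KO. The share of barcodes over 5% mitochondrial UMIs was 44.6% (43.7 to 45.4) in WT and 24.1% (23.4 to 24.7) in KO, so that the filter removed 6471 WT and 4364 KO barcodes. The kept 20630 barcodes had a median of 1414 genes, and the kept WT barcodes were deeper than the kept KO barcodes, with medians of 5060 and 2725 UMIs. There are no replicates, and every interval below covers counting error only, at the 95% level.

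Zfp335 (ENSMUSG00000039834, chromosome 2, 164891882 to 164911757, minus strand, GRCm38) was examined first as a check of the labels. It had 422 UMIs in WT, or 8.0 CPM (7.25 to 8.80), and 57 UMIs in KO, or 1.06 CPM (0.802 to 1.37). The KO to WT ratio was 0.132 (0.0985 to 0.175). The ratio was 0.100 (0.0707 to 0.139) over T-lineage clusters and 0.502 (0.266 to 0.911) over the clusters of other lineages. Of the alternatives tried, the mean of single-cell CPM moved the ratio most, to 0.120.

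The next question was how the Treg subsets that the study compared are distributed between genotypes. Clustering of the merged barcodes gave 15 clusters, of which 10 were named and 5 were not. Resting Treg-like barcodes formed cluster 1 and the small cluster 13, whose leading genes include the heat-shock genes Hspa1a and Hspa1b. Central Treg-like barcodes formed cluster 5 and effector Treg-like barcodes cluster 3. The central markers are proliferation genes, among them Top2a and Mki67, and the leading genes of cluster 5 were mostly histone genes. The dysTreg-like class joined cluster 2, held mostly by KO, and cluster 6, held mostly by WT. Clusters 9 and 10 were erythroid-like, cluster 12 was neutrophil-like and cluster 14 was B cell-like.

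Effector Treg-like barcodes made up 0.563% (0.441 to 0.708) of 12790 kept KO barcodes and 22.8% (21.8 to 23.7) of 7840 kept WT barcodes. The difference was -22.2 percentage points (-23.1 to -21.3). The KO value rests on 72 barcodes. Cluster 3 is held almost wholly by WT, and such a cluster may follow the library as well as a cell type. Among the alternatives, the mitochondrial filter moved this difference most, to -14.0 points without it, and the KO share stayed below the WT share in each alternative.

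The dysTreg-like class held 38.7% (37.8 to 39.5) of KO and 13.1% (12.4 to 13.9) of WT barcodes, a difference of 25.5 points (24.4 to 26.7). Its clusters fell apart by library. Cluster 2 held 37.8% of KO and 1.94% of WT barcodes, whereas cluster 6 held 0.876% of KO and 11.2% of WT barcodes. Both were shallow, with a median of 1324 UMIs in cluster 2 and 685 UMIs in cluster 6. In KO, haemoglobin genes took 1.53% of all UMIs in cluster 2 and 3.11% in cluster 6, against 0.0932% in resting Treg-like barcodes. In WT they took 0.608% in cluster 2 and 0.568% in cluster 6, against 0.0503%. Haemoglobin genes and S100a9 were among the leading genes with which both clusters were named. The haemoglobin shares are therefore not independent of the name. With cluster 6 left unnamed the difference was 35.8 points.

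Resting Treg-like barcodes made up 36.5% (35.6 to 37.3) of KO and 27.9% (26.9 to 28.9) of WT barcodes, a difference of 8.57 points (7.27 to 9.86). Central Treg-like barcodes made up 5.62% (5.23 to 6.03) of KO and 7.37% (6.80 to 7.97) of WT barcodes, a difference of -1.75 points (-2.46 to -1.06). The direction of the central difference depends on the processing. With dysTreg-like barcodes outside the denominator it was 0.679 points (-0.244 to 1.60), and 4 more alternatives turned it positive. The median depth of central Treg-like barcodes was 9193 UMIs in KO and 15000 in WT, and doublets are not excluded for barcodes this deep.

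Unnamed T-lineage clusters held 13.3% (12.7 to 13.9) of KO and 22.1% (21.2 to 23.1) of WT barcodes. Because a rule set after the data were seen keeps them out of the classes, their shares are given here. Cluster 4 held 8.33% of KO and 6.07% of WT barcodes, cluster 7 held 2.55% and 7.73%, cluster 8 held 2.30% and 7.78%, and cluster 15 held 0.0782% and 0.536%. Cluster 15 counts as T-lineage by its CPM of T cell genes alone. Its leading genes, among them C1qa, C1qb and C1qc, are of macrophage type. Cluster 7 carries effector and proliferation markers together. The clusters of other lineages, with the unnamed cluster 11, held 5.43% (5.04 to 5.83) of KO and 6.73% (6.19 to 7.31) of WT barcodes.

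**Figure D1:**
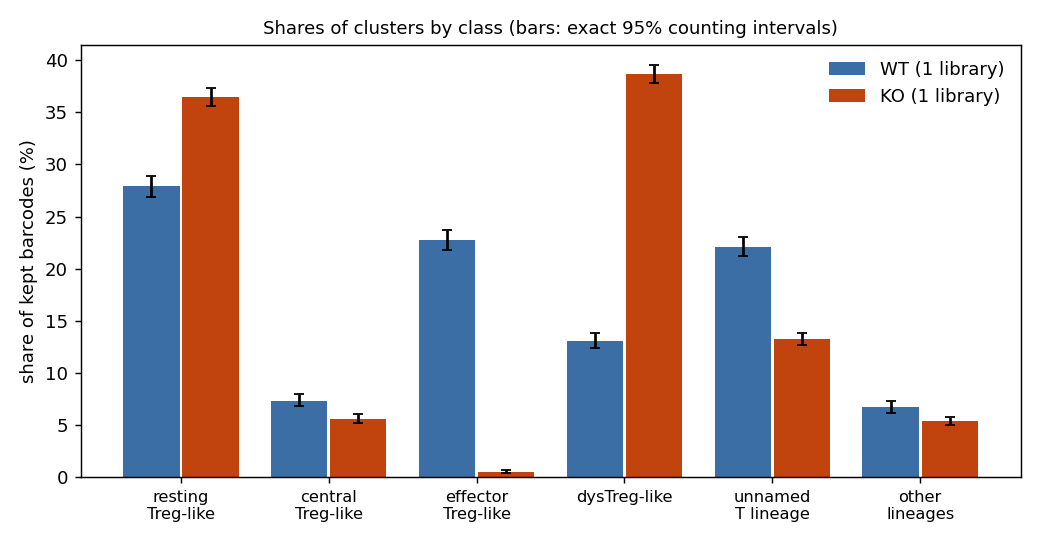
Share of kept barcodes (%) in each class for the WT library (7840 barcodes) and the KO library (12790 barcodes), with exact 95% counting intervals as error bars. The effector Treg-like bar is 22.8% in WT and 0.563% in KO, and the dysTreg-like bar is 13.1% in WT and 38.7% in KO.

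**Figure D2:**
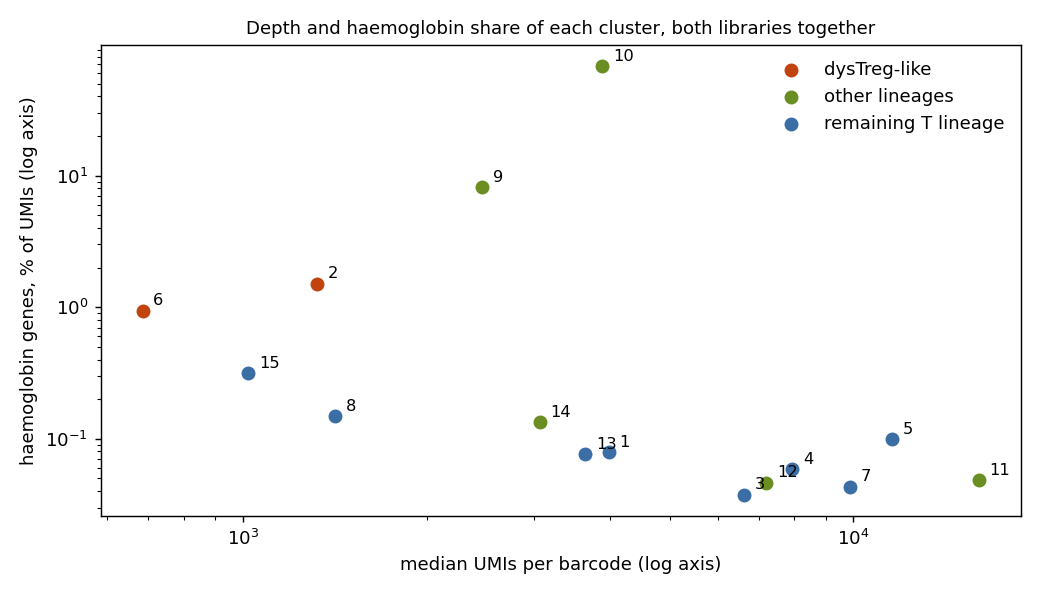
Median UMIs per barcode (log axis) against the share of UMIs in haemoglobin genes (%, log axis), 1 point per numbered cluster over both libraries, coloured by class. The dysTreg-like clusters 2 and 6 lie at 1324 and 685 UMIs with haemoglobin shares pooled over both libraries of 1.51% and 0.939%, above the remaining T-lineage clusters. Haemoglobin genes were among the leading genes with which clusters 2 and 6 were named.

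Effector genes were also compared without clusters. After thinning to 1000 UMIs, a UMI of Icos or Cxcr3 was found in 3.78% (3.44 to 4.14) of 11695 KO and 11.6% (10.8 to 12.4) of 6723 WT barcodes, a difference of -7.82 points (-8.68 to -7.00). Without thinning the shares were 12.4% and 36.2%. Erythroid-like barcodes, which should lack both genes, gave 1.81% (0.783 to 3.53) in KO and 2.11% (0.688 to 4.85) in WT after the same thinning. Their median depths before thinning were 2693 and 5502 UMIs, against 3042 and 5785 UMIs for all thinned barcodes. The difference was -3.64 points after thinning to 500 UMIs and -23.8 points without thinning.

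By single gene, a UMI of Icos was found in 3.38% of KO and 7.84% of WT barcodes, of Cxcr3 in 0.436% and 4.49%, and of Nrp1 in 1.59% and 6.41%. The unthinned shares were 11.6% and 29.6% for Icos, 1.23% and 16.3% for Cxcr3, and 5.57% and 26.4% for Nrp1. The KO shares of all 3 genes lay within the intervals of KO erythroid-like barcodes. These were 1.81% (0.783 to 3.53) for Icos, 0% (0 to 0.829) for Cxcr3 and 0.903% (0.247 to 2.30) for Nrp1. The thinned KO shares of the single genes are therefore not distinguished from this background, which rests on 443 barcodes. By CPM, Icos over all kept KO barcodes was clear of KO clusters of other lineages, at 36.9 (35.3 to 38.6) against 7.52 (5.32 to 10.3). The intervals overlapped for Cxcr3, at 4.83 (4.26 to 5.45) against 2.97 (1.66 to 4.90). They also overlapped for Nrp1, at 16.4 (15.4 to 17.6) against 14.5 (11.3 to 18.2). The combined KO share of Icos or Cxcr3, 3.78% (3.44 to 4.14), lay just above its background value of 1.81% (0.783 to 3.53), and the intervals overlap. WT erythroid-like barcodes gave 1.27%, 0.844% and 0.422%, below the WT shares. S100a4 was found in 1.95% of KO and 16.7% of WT barcodes and S100a6 in 6.59% and 37.8%, against 1.35% and 5.06% for S100a4 and 3.39% and 12.7% for S100a6 in erythroid-like barcodes. The unthinned shares were 4.00% and 34.2% for S100a4 and 15.6% and 66.9% for S100a6. The KO share of S100a4 also lay within its background interval (0.499 to 2.92).

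A UMI of Mki67 or Top2a was found in 29.3% of KO and 24.5% of WT barcodes after thinning, and in 50.8% and 54.3% without it. Their summed CPM was 611 in KO and 642 in WT. Resting Treg-like barcodes gave 11.7% (10.7 to 12.6) in KO and 12.6% (11.2 to 14.1) in WT, with median depths of 3816 and 4241 UMIs. Neutrophil-like barcodes gave 23.8% and 25.3%, with median depths of 5312 and 9193 UMIs, which is above resting Treg-like barcodes, so they do not serve as background. No order between genotypes is read, since the thinned shares went against the CPM and the unthinned shares. S100a8 was found in 18.6% of KO and 12.9% of WT barcodes after thinning, and in 36.9% and 47.1% without it. Resting Treg-like barcodes gave 8.23% (7.46 to 9.06) in KO and 11.9% (10.6 to 13.4) in WT, with median depths of 3816 and 4241 UMIs, so the KO share lay above this background and the WT share of 12.9% (12.1 to 13.7) did not. The CPM of S100a8 went the other way, 1141 in KO and 1928 in WT, and no order is read. Most neutrophil granule UMIs were in clusters of other lineages, 258296 of 317917 in KO and 435439 of 457760 in WT. A CPM over all barcodes of such a gene thus says little about T-lineage barcodes. Hbb-bs was found in 52.3% of KO and 21.4% of WT barcodes after thinning, and in 84.2% and 65.3% without it, with 7832 and 3943 CPM. These CPM come mostly from clusters of other lineages, which held 343521 of 421824 Hbb-bs UMIs in KO and 197314 of 207995 in WT. Resting Treg-like barcodes, which should lack Hbb-bs, gave 34.8% in KO and 20.6% in WT, with median depths of 3816 and 4241 UMIs. Thinning kept 3978 of 4944 KO but only 111 of 1028 WT dysTreg-like barcodes. The thinned shares of Mki67 or Top2a, S100a8 and Hbb-bs over all barcodes therefore compare sets of different makeup.

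Metabolic genes addressed the question whether KO Tregs have lower levels of the genes that the study selected. Within resting Treg-like barcodes all 5 genes were lower in KO. Ndufa4 (chromosome 6, 11900292 to 11907497) had 145 CPM in KO and 317 CPM in WT, a ratio of 0.456 (0.434 to 0.480). Hadha (chromosome 5, 30118304 to 30155162) had 67.8 and 115 CPM, a ratio of 0.588 (0.543 to 0.637). Suclg1 (chromosome 6, 73248382 to 73276911) had a ratio of 0.627 (0.580 to 0.679), Actr2 (chromosome 11, 20062304 to 20112913) of 0.690 (0.643 to 0.740) and Atp5l (chromosome 9, 44912557 to 44920742) of 0.769 (0.743 to 0.796). The median log2 ratio of the 5 genes was -0.67 (-0.77 to -0.57). It was -1.24 (-1.40 to -1.09) in central Treg-like barcodes and -0.89 (-1.14 to -0.65) in effector Treg-like barcodes, where KO has 72 barcodes, and -1.0 (-1.24 to -0.76) in dysTreg-like barcodes. In the dysTreg-like class, 4832 of 4944 KO barcodes are in cluster 2 and 876 of 1028 WT barcodes in cluster 6. KO to WT ratios in that class therefore compare mostly different clusters. The mean of single-cell CPM moved the resting value most, to -0.61. These genes were selected by the study on these libraries, so their values are not independent evidence.

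The oxidative phosphorylation list as a whole went the other way in resting Treg-like barcodes. Its median log2 ratio over 86 genes was 0.15 (0.13 to 0.17), higher in KO, with 10 of the 86 genes lower. The median lay above 100% of the matched random lists, which ranged from -0.07 to 0.14, and the median of all 10336 genes was -0.09. Thinning before clustering moved it most, to 0.13. In central Treg-like barcodes the list was lower in KO, -0.11 (-0.13 to -0.09), below all matched lists. It was 0.00 (-0.05 to 0.05) in effector Treg-like barcodes and -0.02 (-0.03 to 0.00) over all kept barcodes, the latter at percentile 37.5.

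The median of the fatty acid oxidation list in resting Treg-like barcodes was -0.11 (-0.19 to -0.03) over 28 genes, at percentile 31.7 of the matched lists, so it did not stand apart from genes of like expression. In central Treg-like barcodes it was -0.34 (-0.44 to -0.23), below all matched lists, and over all kept barcodes -0.21 (-0.27 to -0.15), at percentile 0.80. In effector Treg-like barcodes it was 0.15 (-0.03 to 0.33), at percentile 88.3. In dysTreg-like barcodes it was -0.46 (-0.63 to -0.29), at percentile 0.11, while the oxidative phosphorylation list there was 0.03 (-0.01 to 0.07). The dysTreg-like values compare mostly KO cluster 2 with WT cluster 6. Outside the Tregs, the fatty acid oxidation list was -0.50 (-0.62 to -0.37) in erythroid-like barcodes, at percentile 1.61. The matched lists there already had a median of -0.31, against 0.04 in central Treg-like barcodes. Over other lineages the list was -0.18 (-0.27 to -0.10), at percentile 13.9, and in cluster 11 it was at percentile 19.6, so neither stood apart. Outside the Treg classes, a list low against matched lists was thus seen in erythroid-like barcodes but not over other lineages.

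**Figure D3:**
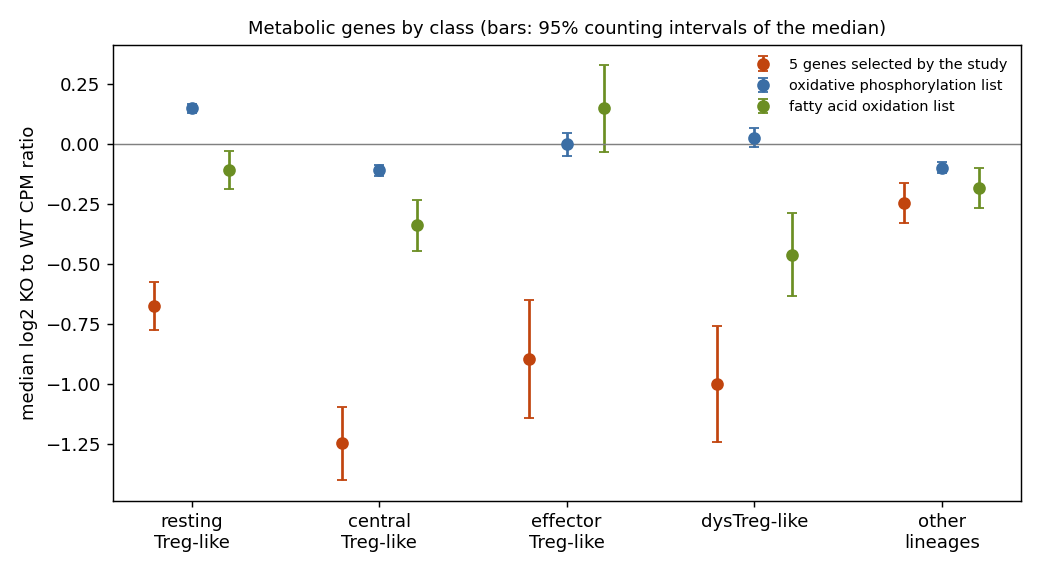
Median log2 KO to WT CPM ratio (y axis) of the 5 selected genes, the oxidative phosphorylation list and the fatty acid oxidation list in each class (x axis), with 95% counting intervals as error bars. In resting Treg-like barcodes the selected genes lie at -0.67, while the oxidative phosphorylation list lies at 0.15. In the dysTreg-like class the KO barcodes are mostly of cluster 2 and the WT barcodes mostly of cluster 6.

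The share of all UMIs that falls in each list was compared between the effector and the dysTreg-like class. Oxidative phosphorylation genes took 2.51% (2.46 to 2.55) of UMIs in KO effector and 2.67% (2.66 to 2.68) in KO dysTreg-like barcodes, and 2.62% (2.61 to 2.63) and 2.68% (2.65 to 2.72) in WT. Fatty acid oxidation genes took 0.144% (0.134 to 0.156) and 0.109% (0.107 to 0.112) in KO, and 0.148% (0.146 to 0.150) and 0.140% (0.132 to 0.148) in WT.

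Across the transcriptome, 7948 genes in resting Treg-like barcodes reached 200 UMIs. The highest KO to WT ratios were those of Cxcl10 (5.10, 3.94 to 6.70), Oasl2 (4.50, 3.18 to 6.53), Iigp1 (4.33, 3.56 to 5.30), Phlda3 (4.33, 3.10 to 6.19) and Cdkn1a (4.03, 2.94 to 5.64), followed by Gbp2, Jaml, Ifit3, Ifitm3 and Asns, with ratios from 3.25 to 2.93. Among the lowest were those of AY036118 (0.102, 0.0950 to 0.110), S100a4 (0.157, 0.132 to 0.186), Ccl5 (0.159, 0.125 to 0.201), Ankle2 (0.203, 0.154 to 0.266) and S100a6 (0.221, 0.205 to 0.238), and those of Itgb1, Cnpy2, Apip and Polr3f, with ratios from 0.234 to 0.317. AY036118 is 1 of the ribosomal RNA-like genes. S100a4, Ccl5, S100a6 and Itgb1 are markers of the effector class. After thinning, S100a4 was found in 0.841% of KO and 5.23% of WT resting Treg-like barcodes. Erythroid-like barcodes gave 1.35% (0.499 to 2.92) and 5.06% (2.64 to 8.68), so the S100a4 ratio is not distinguished from background. S100a6 was found in 3.34% and 18.0% (16.4 to 19.7), against 3.39% (1.91 to 5.52) and 12.7% (8.71 to 17.6), and these intervals overlap.

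Over all kept barcodes, 10533 genes reached 200 UMIs. The highest ratios were those of Phlda3 (8.23, 7.07 to 9.63), 1700028J19Rik (6.62), Trib3 (6.26, 4.99 to 7.92) and Cdkn1a (4.80, 4.33 to 5.34), followed by Ifit3b, Akr1c18, Igfbp4, Ifit3, Drc1 and Oasl2, with ratios from 4.67 to 4.48. Among the lowest, Tpsb2 had 0 UMIs in KO, which allows up to 0.0685 CPM, and 272 in WT, and Ccr10 had 0 in KO and 237 in WT. Mcpt4 had 1 and 585 UMIs, a ratio of 0.00167 (4.23e-05 to 0.00936), and Cma1 had 2 and 415 UMIs. Klrg1 had a ratio of 0.0212 (0.0152 to 0.0289) and Cxcr3 of 0.0772 (0.0678 to 0.0876). Gm15655, Insyn2b, Ccl1 and Pf4 complete the lowest 10, with ratios of 0.0405, 0.0463, 0.0476 and 0.0866. All kept barcodes include those of other lineages, so these ratios are not read as changes within Tregs. The number of barcodes that hold the UMIs of each gene was not computed. A few barcodes with many UMIs each could give such sums, and the counting intervals do not cover this.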

Values the study reported

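After its own filters, the study kept 7,124 WT cells and 12,091 KO cells, with a median of 1,358 genes per cell. It reported effector Tregs as 29% of WT cells and 0.5% of KO cells. The population it calls dysfunctional made up 2.5% of WT cells and 38.8% of KO cells. The study also reported shares of central and resting Tregs, which are not quoted here. In its text, central Tregs were the largest population of WT cells, and the deletion did not affect the frequencies of central or resting Tregs. In the classes rebuilt here, resting Treg-like barcodes outnumbered central Treg-like barcodes in both libraries.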

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

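The tests on other lineages, and the use of the kept set without a mitochondrial filter as a test of the effector share, were chosen after the results were seen, while that filter alternative itself had been planned.

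Cells of other lineages appeared in a sort for Tregs, outside the comparisons of the report, with 5.43% of KO and 6.73% of WT barcodes. Erythroid-like barcodes were the most frequent named class, with 3.67% of KO and 3.66% of WT barcodes. Over all clusters of other lineages together the Zfp335 ratio was 0.502 (0.266 to 0.911), above the T-lineage ratio of 0.100 (0.0707 to 0.139). Cells of lineages without the Cre that came through the sort would give a ratio near 1, which lies outside this interval, and the value rests on 17 KO and 38 WT UMIs. Such cells are therefore neither shown nor excluded. The single lineages do not settle it. In erythroid-like barcodes the ratio was 0.240 (0.0442 to 0.859) on 3 KO and 14 WT UMIs, an interval that covers the T-lineage interval. The ratios of 0.997 in neutrophil-like and 0.95 in B cell-like barcodes rest on 4 and 6 UMIs and on 1 and 2 UMIs. Doublets of a T cell with another cell remain open for part of them. The mean number of T cell list UMIs per barcode was 29.1% of that in resting Treg-like barcodes in KO and 28.5% in WT. These clusters were set apart by low T cell genes, so this value decides nothing. Cluster 11 had a median of 16034.5 UMIs, a depth at which doublets have to be weighed.

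Barcodes over the mitochondrial limit, which the report leaves out, also held UMIs of Icos or Cxcr3. After thinning to 1000 UMIs the share was 5.13% (4.42 to 5.91) in KO and 9.78% (8.94 to 10.7) in WT. No background share was computed for this set, so these shares are not read as expression. The filter removed a larger share of WT barcodes, so it could have changed the effector comparison. Without the filter the effector Treg-like share in KO was 0.456%, against 14.5% in WT. The WT share with the filter was higher, at 22.8%. Barcodes over the limit may thus have stayed out of the effector class in both libraries. The share without the filter therefore decides nothing about the filter as the cause of the low KO share. Without clusters, and thinned to 1000 UMIs, a UMI of Icos or Cxcr3 was found without the filter in 4.05% of KO and 10.8% of WT barcodes. For these genes the KO share thus stayed lower. A difference between the mice and a difference in handling of the libraries both stay open.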

How the results depend on the processing

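The denominator without dysTreg-like barcodes, the clustering without genes 2-fold apart, both earlier naming versions and cluster 6 left unnamed were chosen after the data had been seen.

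The Zfp335 ratio stayed between 0.120 and 0.135 over 8 alternatives, within its counting interval. The median of the 5 metabolic genes stayed between -0.69 and -0.61 over 16 alternatives, and the fatty acid oxidation list between -0.12 and -0.07 over 17. The oxidative phosphorylation list stayed above 0 in 17 alternatives, and only thinning before clustering took it outside its interval, to 0.13. No scaling moved the median of all genes by more than 0.03 log2.

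The effector Treg-like difference kept its direction in 14 alternatives. It was -14.0 points without a mitochondrial filter, -17.7 without doublet removal, -26.9 with 8% doublets removed in both libraries, -24.5 with all variable genes, -28.7 at resolution 0.3, -27.6 at resolution 1, -24.4 with 15 principal components, -28.2 after thinning before clustering, -20.4 without genes 2-fold apart, -27.4 under the first naming version and -25.3 without dysTreg-like barcodes. Over these alternatives the KO share ranged from 0.341% to 5.10% and the WT share from 14.5% to 32.7%. Under the first naming version cluster 7 counts as effector, which accounts for that change. Why the others moved was not tested.

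The dysTreg-like difference stayed positive wherever the class existed. It was 23.2 points with a mitochondrial limit of 10%, 17.8 without one, 34.2 with at least 500 genes, 22.0 with 8% doublets removed, 19.9 with all variable genes, 23.3 at resolution 1, 29.6 after thinning before clustering and 35.8 with cluster 6 unnamed. A minimum of 500 genes and thinning remove shallow barcodes by construction, and the WT share then fell to 2.89% and 3.24%. The cause of the other changes was not tested. Under the first naming version no cluster was dysTreg-like, so there is no value. The existence of this class depends on the naming rule in both libraries, and its size in WT on whether cluster 6 is counted, with 1.94% of WT barcodes left without it.

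The resting Treg-like difference stayed positive. It was 11.2 points without a mitochondrial filter, 5.60 with at least 500 genes, 5.28 with all variable genes, 5.67 after thinning, 5.95 without genes 2-fold apart, 3.49 under both earlier naming versions, which count cluster 8 as resting and leave cluster 13 unnamed, and 27.4 without dysTreg-like barcodes, where the denominator shrinks more in KO. The cause of the remaining changes was not tested.

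The central Treg-like difference changed sign. It was -2.57 points with at least 500 genes, but 1.48 with a mitochondrial limit of 10%, 1.72 without one, 0.0541 at resolution 0.3, 4.66 at resolution 1 and 0.679 without dysTreg-like barcodes. With 8% doublets removed in both libraries no cluster was central Treg-like. The smaller denominator explains the last sign change, and the cause of the others was not tested. No direction is held for this class.

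The difference in shares with a UMI of Icos or Cxcr3 was -6.78 points without a mitochondrial filter, -3.64 at 500 UMIs, -13.1 at 2000 UMIs and -23.8 without thinning. A share with a UMI rises with depth, so the size of this difference holds only for its depth. The share with a UMI of S100a8 turned to -3.08 points at 2000 UMIs and -10.2 without thinning, and that of Mki67 or Top2a to -3.51 without thinning, where the deeper WT barcodes have more chance of a UMI. For single genes and named genes, 152 values under alternatives were computed: 116 stayed within range, 33 moved and 3 reversed. With a minimum of 1000 UMIs, 7 of the 20 named genes remained in resting Treg-like barcodes and 7 of 20 over all kept barcodes.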

Other observations

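The tests of pooled RNA against simulated draws in the KO library and of sex makeup for the effector share were set before their results were seen, and every other test in this part was chosen afterwards.

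The dysTreg-like share of WT here was 13.1% of 7840 kept barcodes. That is higher than the value quoted from the study above, which has its own kept cells as the denominator, and the names here were rebuilt. The WT share was 1.94% with cluster 6 left unnamed and 2.89% with at least 500 genes per barcode, so the higher value here rests mostly on shallow WT barcodes.

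The KO cluster 2 combines few UMIs with haemoglobin, neutrophil granule and T cell transcripts. Low-depth single cells of separate types stay open. At 800 UMIs, 53.3% of its barcodes held UMIs of all 3 lists, against 13.5% of the remaining KO barcodes. The remaining barcodes were deeper, with a median of 4333.5 against 1337.5 UMIs, so thinning dilutes free RNA more in them and the comparison decides nothing. Doublets are argued against by depth, with a median of 0.491 of the KO library median. A state found in KO alone stays open. The dysTreg-like class holds 13.1% of WT barcodes, but 11.2% are in cluster 6, and cluster 2 itself holds 1.94% of WT barcodes. Whether the WT barcodes of cluster 6 are in the same state as the KO barcodes of cluster 2 is not known, so they decide nothing about it. Free RNA at an equal amount in every droplet is argued against by a median of 9 haemoglobin UMIs (8 to 10) per barcode, against 3 in KO resting Treg-like barcodes. This argument covers haemoglobin only. The median of neutrophil granule UMIs was 2 in the cluster, 2 in the remaining KO barcodes and 1 in KO resting Treg-like barcodes. Equal free RNA thus stays open for granule genes. The haemoglobin argument is weak for the lower part of the cluster. Its quartiles were 3 and 29 UMIs against 2 and 5, and a comparison made first, of the cluster's lower quartile with the resting median, found no difference.

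RNA pooled from many cells in droplets remains a candidate explanation for cluster 2. Its profile was the closest of the KO T-lineage clusters to the sum of the remaining library, at a median absolute log2 distance of 0.16 against 0.23 for the next cluster. Pooled RNA as the source of every barcode is argued against, since 10 proliferation genes correlated at 0.0315 between barcodes, above simulated draws of 1 shared profile (-0.00977 to 0.00919). The remaining KO T-lineage barcodes gave 0.242, but KO resting Treg-like barcodes gave 0.0217, so a low correlation alone does not mark pooled RNA. In WT cluster 6 gave 0.00238, inside its simulated range (-0.0114 to 0.0164). WT resting Treg-like barcodes, at 0.0145, lay above their own simulated range (-0.0100 to 0.0090) on 1500 barcodes. That value would still fall inside the wider range of cluster 6, which rests on 865 barcodes. A correlation as low as that of resting cells could thus be missed in cluster 6, so this test does not separate the 2 there. The profile of cluster 6 was the closest of the WT T-lineage clusters to the remaining WT library, at 0.20 against 0.24 for the next, and pooled RNA stays open there. A damaged or altered Treg population in KO stays open.

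A lower oxidative phosphorylation list in KO resting Treg-like barcodes had been expected before its values were computed, and it was not found. The list was higher, as the report gives, and the tests planned for that pattern were then turned to the 5 selected metabolic genes. Over other lineages those genes had a median log2 ratio of -0.25 (-0.33 to -0.16), above the interval of -0.77 to -0.57 in resting Treg-like barcodes. This argues against a difference between the libraries as a whole as the source of the full drop. The interval over other lineages excludes 0 and lies below the median of all genes there, -0.12, so a shared part stays open. The genes were also picked by the study for a drop in Tregs, which favours such a contrast in advance. The single lineages gave -0.16 in neutrophil-like, -0.13 in B cell-like and -0.11 in cluster 11 barcodes. The interval of the B cell-like value, -0.56 to 0.31, barely clears the resting interval, so it carries little weight. Erythroid-like barcodes gave -0.52 (-0.67 to -0.37), which overlaps the resting interval, so there the pattern and the library cannot be told apart. The median of all genes in erythroid-like barcodes was -0.32. Sex makeup is argued against by values of -0.71 in barcodes with Y-linked and no Xist UMIs and -0.66 in those with Xist and no Y-linked UMIs. The pooled test across lineages replaced separate ones after the values had been seen, and all are given here. Lower levels of these genes may follow from the deletion, but in these libraries, on which the study picked them, their values carry no independent weight. The study has other evidence for these genes. It reported them lower in Zfp335-deficient Tregs of tamoxifen-treated ER-Cre mice and of heterozygous Foxp3-Cre mice. It also reported Zfp335 binding at the promoters of Actr2, Ndufa4 and Hadha. None of that evidence was examined here.

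Xist was higher in KO, 533 CPM against 211, and the Y-linked genes were lower. Among resting Treg-like barcodes with at least 3000 UMIs, 12.3% (11.1 to 13.5) of KO and 28.7% (26.6 to 30.8) of WT barcodes had Y-linked and no Xist UMIs. The share with Xist and no Y-linked UMIs was 55.8% in KO and 24.4% in WT. This is consistent with a different sex makeup of the mice in each library. The effector Treg-like difference held within the Y-linked set, at -32.4 points, and within the Xist set, at -33.1 points, among T-lineage barcodes of that depth.

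Cdkn1a and Phlda3, and Trib3 and Asns, pointed to lists that leave these genes out. The p53 target list had a median log2 ratio of 0.19 (0.05 to 0.33) in resting Treg-like barcodes, above 99.9% of matched lists, with 6 of 17 genes lower. In other lineages it was -0.04 (-0.25 to 0.16), and the intervals overlap. The integrated stress response list had a median of 0.30 (0.21 to 0.39), above 100% of matched lists, with 0 of 14 genes lower. In other lineages it was 0.12 (0.04 to 0.21), above 99.9% of matched lists, and that interval overlaps the resting interval at its edge. In erythroid-like barcodes and in cluster 11 it also lay above 99.9% of matched lists, at 0.04 and 0.20. The p53 list in erythroid-like barcodes was 0.13, above 99.2% of matched lists. The integrated stress list was further from the value of other lineages in central Treg-like barcodes, at 0.69 (0.60 to 0.77), in cluster 4, at 0.78 (0.67 to 0.88), and in dysTreg-like barcodes, at 0.51 (0.33 to 0.70), with intervals clear of it, but not in effector Treg-like barcodes, at 0.28 (0.06 to 0.49). The p53 list was clear of other lineages in central Treg-like barcodes, at 0.41 (0.24 to 0.57), and in cluster 4, at 0.49 (0.32 to 0.66), but not in effector Treg-like, at 0.13 (-0.19 to 0.45), or dysTreg-like barcodes, at 0.09 (-0.15 to 0.34). The dysTreg-like values compare KO barcodes mostly of cluster 2 with WT barcodes mostly of cluster 6. With that limit, the values of both lists are compatible with such responses in KO Tregs. For the integrated stress list the raised values in other lineages leave open whether the response is limited to Tregs. Both lists may also reflect all cells of the KO mice or the handling of the libraries, and the hypotheses were found and tested on the same libraries.

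Interferon-response genes were higher in KO resting Treg-like barcodes, with a list median of 0.79 (0.69 to 0.90). The median was 0.55 (0.42 to 0.69) in other lineages. It was 0.59 (0.36 to 0.82) in erythroid-like barcodes and, on 7 genes, 0.54 (0.19 to 0.90) in neutrophil-like barcodes. Cluster 11 gave 0.34 (0.17 to 0.51), clear below the resting interval. Central Treg-like barcodes gave 0.89 (0.81 to 0.98), clear above other lineages. There was no value for B cell-like barcodes. These values are compatible with interferon acting on the tested lineages in the KO mice, though not to an equal degree. Free RNA from the Tregs and handling of the KO library could also raise these genes in every lineage, and neither was tested.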
